A study of Mus musculus with 2 samples. Its data were reported in "Spliceosome component Usp39 contributes to hepatic lipid homeostasis through the regulation of autophagy" (2023).

How the data were processed

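RNA immunoprecipitation with sequencing was done by the authors in AML12 cells, a mouse hepatocyte line, that expressed FLAG-tagged Usp39 after 72 h of doxycycline. Per the labels and the methods of the study, paraformaldehyde cross-linking lasted 5 min, nuclear pellets were sonicated, RNA was pulled down with anti-FLAG beads, and libraries were sequenced as paired reads of 150 bases. The samples formed 2 groups, Input and IP, with 1 library per group and no replicate libraries, so no test between groups was possible and no p-value over genes was computed. Read files were not used here.

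The authors trimmed reads with Trim Galore (version 0.6.1), checked them with FastQC (version 0.11.9), removed ribosomal RNA reads with Bowtie (version 1.2.3) and mapped the rest to the mm10 genome with HISAT2, whose version for this assay is not given in the sources used here. They called peaks with Piranha at a p-value limit of 0.001 in bins of 100 bases and annotated them with clusterProfiler. Whether the Input library entered the calls is not given in the sources used here. The p-value of each peak in the deposited list is the peak caller's own, as made by the authors, and no adjustment of it is stated. Positions, widths, distances to transcript starts and the number of peaks per gene were taken as deposited by the authors. The columns name no sample, so the list was read as 1 pooled set, and the depth of either library is unknown. Per the file headers, positions refer to mm10, and starts lie 1 base above a multiple of 100.

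The peak list was set against the GENCODE annotation of the mm10 build and its genome sequence and repeat masking. The share of peaks in each location class of the deposited annotation was given a 95% Wilson interval. For the comparison with random placement, each peak inside the transcript named for it (71.1% of peaks, 5451 transcripts) was set against windows of the same width placed at random in the same transcript, with 100 placements, and the ratio of shares is given with the range over placements. Distances to splice sites were taken from the nearest edge of the peak, within 100 bases, with random windows kept to the same class, exon or intron. Hexamers were counted on the strand of the named transcript against the same kind of windows, and ranks rest on 10 placements. Peak strength was the −log10 of the p-value, compared with 10000 random sets of peaks of the same size.

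Fixed gene lists were written before the data were examined: core autophagy, autophagy genes named by the study, lysosome, tri-snRNP, Sm, LSm, U1 and U2 snRNP proteins, SR and hnRNP proteins, heat shock, lipogenesis, lipolysis and fatty acid oxidation, hepatocyte products, mesenchymal and matrix genes, actin cytoskeleton and junctions, immune, endothelial and neuron markers, ribosomal proteins, nuclear long noncoding RNAs, histones, small nuclear RNAs, small nucleolar RNAs and mitochondrial genes. The share of each list with a peak was given an exact binomial 95% interval and set against 10000 random lists matched on gene length in 10 bins, drawn from 21951 protein-coding genes, or from 55450 genes for noncoding lists. In the gene table, 87 genes were not matched to the annotation. Among the listed genes, 1 long noncoding RNA gene (Norad) and 3 histone genes were not matched to the annotation. Hsf1 and Lipa each belong to a pair of lists. A further 5 lists, of glucocorticoid-induced genes, the integrated stress response, Nrf2 targets, immediate early genes and keratins with epithelial surface genes, were added after the data were seen.

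The genes named in the text follow a rule written before the data were examined. It names the 15 genes with the most peaks, the genes of the 10 peaks with the smallest p-value (ties by width), the 10 genes with the most named peaks per kb among those with at least 5 peaks, the genes the study followed, up to 4 members with the most peaks and up to 2 without a peak from each list, and up to 5 genes from stretches of 10 kb with at least 10 peaks. A second reading of the density part, by peaks that overlap the gene, was chosen after the values were seen, as were Ahnak, Col19a1 and the members named from the added lists.

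The alternatives were a p-value limit of 1e-05, equal weight per gene, leaving out the 10 genes with the most peaks, joining peaks within 100 bases, the own overlap annotation, only peaks classed in introns, exons or UTRs (without promoter, downstream and distal intergenic peaks, and whether or not the named gene holds them), at least 2 peaks per gene, random lists without length matching, splice-site windows of 50 and 200 bases, distances from the middle of the peak, motif backgrounds 500 bases away or matched on GC content in bins of 5 percentage points, either strand, and single-bin peaks. Each pass of the list alone, the principal coding transcript, assignment of peaks by position and the tri-snRNP list without Usp39 were added after the data were seen. The steps were tested on simulated data. With 3000 simulated peaks placed at random the ratios lay between 0.917 and 1.01, and a planted gathering at 5' splice sites gave 1.75. The splice-site simulation was repeated 10 times after the data were seen. Of 200 random lists 195 lay inside the range, and all 200 planted lists lay above it. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1.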

Results

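RNA immunoprecipitation with sequencing (RIP-seq) was used to find the RNAs held by Usp39 in AML12 cells, a mouse hepatocyte line. Usp39 is a protein of the U4/U6.U5 tri-snRNP, the particle that brings the catalytic small nuclear RNAs to the spliceosome. The cells carried a FLAG-tagged Usp39 under a doxycycline-inducible promoter, and nuclei were cross-linked for 5 min after 72 h of induction. There were 2 libraries, 1 Input without antibody and 1 anti-FLAG immunoprecipitate (IP), and no replicate libraries. The study describes several independent experiments for this assay, and whether the libraries analysed here join them cannot be read from the values. The values analysed were 1 list of peaks on the mm10 genome, which runs over the chromosomes in a first and a second pass of 17990 peaks each, and 1 table with the number of peaks named for each gene. Neither holds a read count of a library, so the depth is unknown, no peak could be set against Input, and no peak could be corrected for the abundance of its RNA. The p-value of each peak is the authors' own, from their peak caller, and serves here only to rank or filter peaks within the list. Intervals cover counting error only. Those over peaks take each peak as independent, although the passes cover much of the same sequence, so they are too narrow.

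The peaks fell mainly within transcribed genes. Introns held 14932 peaks, 41.5% of the list (95% Wilson interval 41.0 to 42.0%), and the transcription factor gene Glis3 alone held 760 of them. Exons held 8639 peaks (24.01%, 23.6 to 24.5%), among them 65 of the 78 peaks named for Dst and 56 of the 61 named for Plec, which encode linkers of the cytoskeleton. The 3' UTRs held 7015 peaks (19.5%, 19.1 to 19.9%), among them 14 of the 23 peaks of the desaturase gene Scd1 and 13 of the 18 peaks of Gpam, whose product starts glycerolipid synthesis. Distal intergenic sequence held 3142 peaks (8.73%), promoters 1189 (3.31%), 5' UTRs 1024 (2.85%) and sequence just downstream of genes 39 (0.108%). Split further, first introns held 12.6% and other introns 28.9% of peaks, and first exons held 5.78% and other exons 18.2%. These classes are those of the deposited annotation. Among peaks with a p-value of 1e-05 or less the intron share was 25.1% and the exon share 33.5%, and with each gene weighted equally introns held 25.5%, 3' UTRs 26.6% and exons 29.97%.

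**Figure D1:**
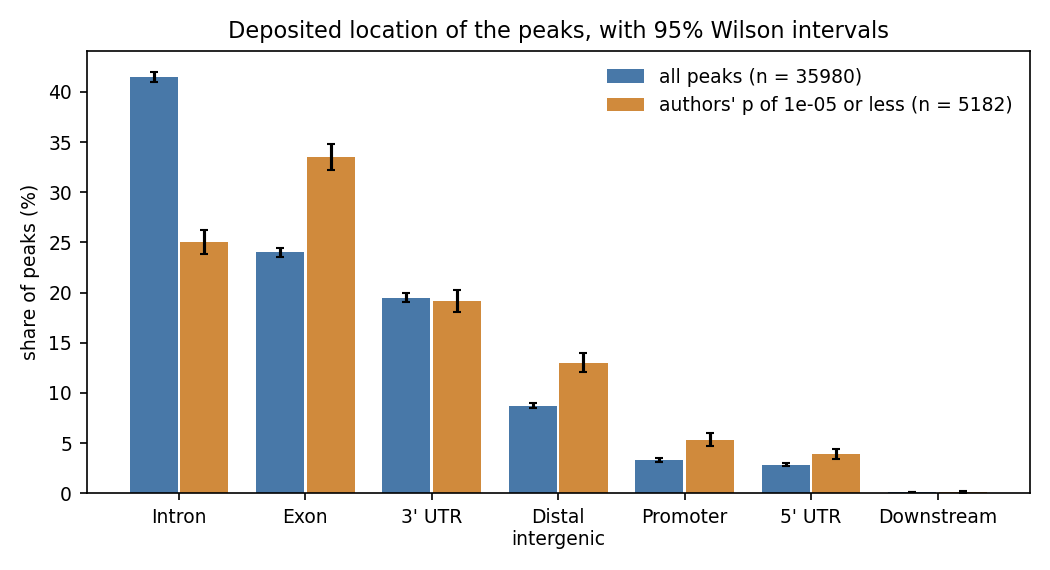
Share of peaks (%) in each class of the deposited annotation, for all peaks (blue) and for the 5182 with an authors' p-value of 1e-05 or less (orange); error bars are 95% Wilson intervals. The intron share is 41.5% in all peaks and 25.1% in the stricter set.

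Exons were hit more often, and introns less often, than their length alone would give. Of 25593 peaks lying inside the transcript named for them, 40.0% touched an exon, against 21.6% of windows of the same width placed at random in the same transcript, a ratio of 1.86 (1.81 to 1.89 over 100 placements). The ratio was 0.765 (0.761 to 0.770) for introns, 2.15 (2.09 to 2.20) for exons outside the UTRs and 2.21 (1.88 to 2.68) for 5' UTRs. For 3' UTRs it was 0.593 (0.558 to 0.649). An alternative chosen after seeing the data, which placed 28511 peaks in the principal coding transcript around them, gave 3.26 (3.10 to 3.44) for 3' UTRs and kept the direction of the other classes. The 3' UTR direction thus rests on which transcript is used. In the named transcripts 620 peaks counted as 3' UTR, while the deposited annotation places 7015 peaks in 3' UTRs. Of those 7015 peaks, 74.0% touched the 3' UTR of a principal coding transcript, so the ratio of 0.593 shows no lack of 3' UTR peaks. Spliced messenger RNA also gives more reads in exons than introns, and without values for Input this could not be separated from binding.

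Peak strength differed between the classes. The median of −log10 of the authors' p-value was 3.73 for exon peaks and 3.42 for intron peaks, against 3.68 for all peaks. The exon median lay above all of 10000 random sets of peaks of the same size (percentile 100), and the intron median lay below all of them (percentile 0.0). The medians of 3' UTR peaks (percentile 99.9) and distal intergenic peaks (99.2) were also high, while those of 5' UTR (94.2), promoter (94.8) and downstream peaks (50.8) lay within the random range. The 5' UTR and promoter medians equalled that of exon peaks (3.73), but these classes hold fewer peaks (1024 and 1189). A p-value of 1e-05 or less was held by 23.2% of promoter, 21.4% of distal intergenic, 20.1% of exon, 19.6% of 5' UTR, 14.1% of 3' UTR and 8.69% of intron peaks. Among the 28242 peaks of a single 100-base bin, whose p-values take only 35 distinct values, the medians of intron and 3' UTR peaks were both at percentile 50. Those of 5' UTR and promoter peaks were both at 98.9, above the range.

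Because Usp39 is a protein of the tri-snRNP, the distances of peaks to splice sites were measured. Fewer peaks than random windows lay within 100 bases of annotated splice sites. Of 24563 peaks in transcripts with several exons, 15.4% lay within 100 bases of a 5' splice site, against 19.1% of windows placed at random in the same transcript and the same class, exon or intron (ratio 0.807, 0.788 to 0.836). For 3' splice sites the shares were 14.4% and 19.6% (ratio 0.737, 0.722 to 0.760). Among intronic peaks alone, the ratio was 0.881 (0.757 to 0.998) at 5' splice sites and 0.602 (0.525 to 0.664) at 3' splice sites. A random window that touched an exon by a single base counted as exonic, which places many random windows near exon edges. Measured from the middle of the peak the ratios were 0.777 and 0.690. Farther out the difference turned: 3.51% of peaks lay 200 to 250 bases from a 5' splice site, against 2.44% of random windows (2.17 to 2.77%), and 3.38% lay as far from a 3' splice site, against 2.61% (2.37 to 2.90%). In simulated sets of random peaks the 100-base ratios ranged from 0.935 to 1.06 at 5' and from 0.887 to 1.098 at 3' splice sites.

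The hexamers GGCCAC and GCCATA, the DNA form of GCCAUA, were counted because the study names them as binding elements. GGCCAC was found in 1218 peaks, 4.76%, against 3.64% of random windows (ratio 1.31, 1.22 to 1.41), and ranked 488 among all hexamers by that ratio. It ranked 197 among the 384 hexamers with as many G and C bases, and against windows matched on GC content its ratio was 1.11 (1.04 to 1.2). GCCATA was found in 531 peaks, 2.08%, against 2.11% of random windows (ratio 0.983, 0.891 to 1.06), and ranked 2607. The 20 hexamers with the highest ratios all held a CG dinucleotide and were led by CGACCG at 2.05, and the lowest were made of A and T or mostly T, down to TTTTTT at 0.573. Peaks held 49.2% G and C bases against 46.5% in random windows. They were repeat-masked over 16.7% of their length against 19.9%. These are counts of fixed words, not a de novo motif search.

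The gene table gave 1309 genes (26.2%) a single peak and 3695 genes 2 or more, with a median of 3 peaks per gene (quartiles 1 and 7), and 100 genes had over 50 peaks each. Glis3, a transcription factor of pancreas, thyroid and kidney, led with 778 peaks across its 421.2 kb on chromosome 19 (28258851 to 28680077), 97.7% of them intronic. Next came Tns1 (304 peaks), which encodes a focal adhesion protein, then Gm5420 (200) and Igf2r (199), and further down Asap1 (190), Oxr1 (173) and Myof (157), and by Ndrg1 (154), Bcl2l1 (148), Gclc (142) and Ablim1 (137). Bcl2l1 encodes an inhibitor of apoptosis and Gclc the catalytic subunit of the first enzyme of glutathione synthesis. Ndrg1 held the densest 10 kb stretch of the list, with 52 peaks on chromosome 15 (66950001 to 66960000). In all, 812 such stretches with 10 or more peaks held 14576 peaks (40.5%). The densest of them led by genes not named by another part of the rule were those of Rbm4b, Ampd3, Rbm4, Igfbp7 and Klk1b21. Over the whole list, 70, 98, 78, 135 and 52 peaks were named for these genes, in that order. Of these, 33, 98, 28, 135 and 0 lay in the body of the named gene, in the same order. The top 10 genes held 6.998% of peaks and the top 100 held 26.7%.

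**Figure D2:**
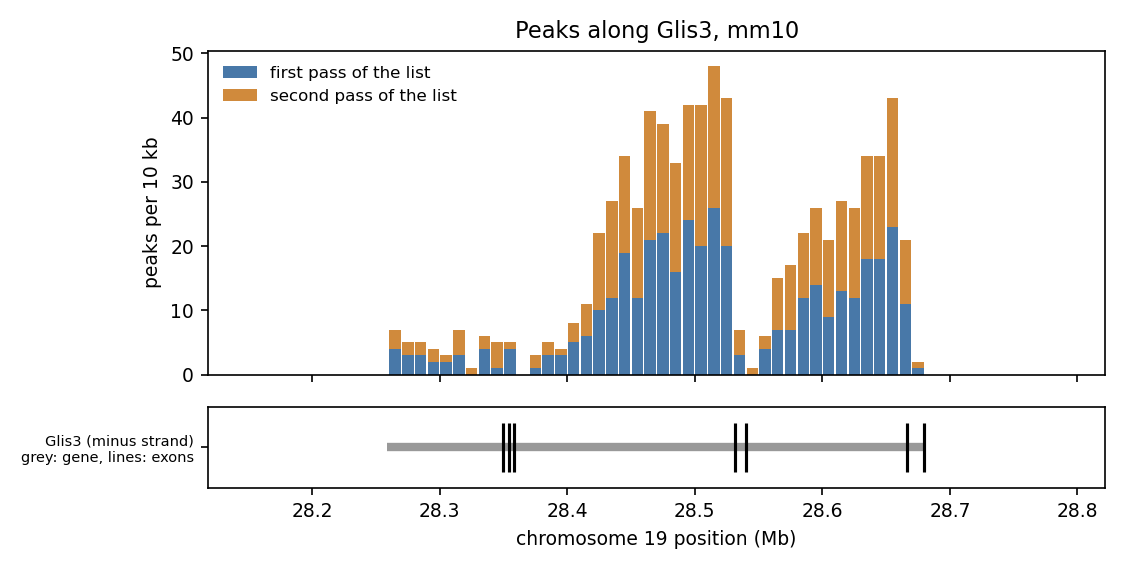
Peaks per 10 kb along Glis3 on chromosome 19 (position in Mb, mm10), stacked by the first pass (blue) and the second pass (orange) of the peak list over the chromosomes, with the gene and its exons below. Counts reach 48 in 1 stretch of intron and no peak lies in the 100 kb on either side of the gene.

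A gene named for a peak was not always the gene that holds it, because the annotation gives each peak the gene with the nearest transcript start. Of all peaks, 26473 (73.6%) overlapped the body of the named gene, 6410 lay outside the named gene but in an annotated gene and 3097 lay in none. These counts put among the peaks outside all 595 named for 87 genes whose deposited entry was not matched to the annotation, 506 of which lay in an annotated gene. Lncppara, a noncoding RNA gene with 172 named peaks, was among the unmatched, and 176 peaks overlapped it by position. No peak overlapped Gm5420 (200 named peaks) or the microRNA gene Mir29b-1 (168). Of the 199 peaks named for Igf2r, which encodes the receptor that carries lysosomal enzymes, 102 lay in its body. Peli1 had 147, of which 36 did, and the pseudogene 6820431F20Rik had 177, of which 69 did. The antisense gene Airn, which overlaps the Igf2r gene, had 121 named peaks, and by position 320 peaks overlapped Airn. In total, 173 microRNA genes had 1254 peaks. Ranked by named peaks per kb of gene, the first 10 were all microRNA genes with 17 to 168 peaks, led by Mir29b-1 and Mir101c (131 peaks, none in its body), followed by Mir7005, Mir704, Mir5114, Mir6991, Mir763, Mir6405, Mir6993 and Mir3075. Counted instead by overlapping peaks per kb, a reading chosen after the values were seen and held to genes with at least 5 such peaks, the first were the metallothionein gene Mt2 (5.53 per kb), the matrix gene Ccn2 (4.94), the actin-binding Pfn1 (4.65) and the glutamine synthetase gene Glul (4.29), then Atf4, Jund, Mrfap1, Krt18, Ddit4 and Mt1. By position, 4179 of 22028 annotated protein-coding genes (18.97%) were overlapped by a peak, and 1346 genes of the table, the unmatched ones included, had no peak found in their own body.

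Nuclear noncoding RNAs were among the genes with the strongest and the widest peaks. The smallest p-value in the authors' deposited list, 5.23872e-15, was shared by 385 peaks. Taking the widest of them first, they were named for Neat1, the RNA scaffold of paraspeckles, and for Def8, Rn45s, Chd9, Malat1, Wasf2, Abr, Ahdc1 and Gm8579. The peak of Neat1 with that value spanned 10100 bases and the widest peak of the whole list, 20700 bases on chromosome 19 (5824701 to 5845400), was also named for Neat1. The peak of Malat1, an abundant RNA of nuclear speckles, with that value spanned 4800 bases. The peak in an intron of Def8 spanned 8600 bases on chromosome 8 (123425801 to 123434400), and that named for Wasf2 lay outside annotated genes. Rn45s, the ribosomal RNA precursor, had 2 peaks of 5900 bases, which overlapped the bodies of Gm26917 and Gm42418, and Lars2, whose 3' end resembles ribosomal RNA, had 2 peaks of up to 400 bases. No peak was named for Rn18s, Rn28s1, Gm26917, Gm42418, Rn7sk (overlapped by 2) or Rn7sl, and none lay on the mitochondrial genome.

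The bait and the genes that the study followed were looked at one by one. Usp39 itself had 8 peaks at 4 sites on chromosome 6, which overlapped its exons 9, 6, 5 and 1 of 13, and none lay wholly in an intron. The strongest, at 72328501 to 72328600, had a p-value of 7.76944e-12 in the authors' deposited list. The bait was expressed from a vector, so reads of its exons can come from the vector's own RNA. Hsf1, the regulator of the heat shock response, had 1 peak of 100 bases on chromosome 15 (76498001 to 76498100), over exon 7 and intron 7 of its 13-exon principal transcript. Its p-value in the authors' deposited list, 0.000736488, was the weakest that the list holds. The study's evidence for binding to Hsf1 also includes quantitative PCR of pulled-down RNA at sites around exon 6, and an RNA pull-down. The autophagy kinase gene Ulk3 had 2 peaks at 1 place, over exon 7 of 16 (chromosome 9, 57592801 to 57592900). Nrbp2 had 21 peaks, of which 10 lay in its own body and 11 in exons of the neighbouring Eppk1. Tcirg1, a subunit of the proton pump of acidic organelles, had 11 peaks, of which 9 lay in its body. Trp53inp1, a regulator of autophagy and p53 signalling, had none. Ptbp1, the negative control of the study's quantitative PCR of pulled-down RNA, a separate assay, had 4 named peaks on chromosome 10, and 7 peaks overlapped its body. These 5 autophagy genes were chosen by the study partly from this peak list, so 4 of 5 with a peak (80%, exact interval 28.4 to 99.5%, percentile 99.8) is not independent evidence.

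**Figure D3:**
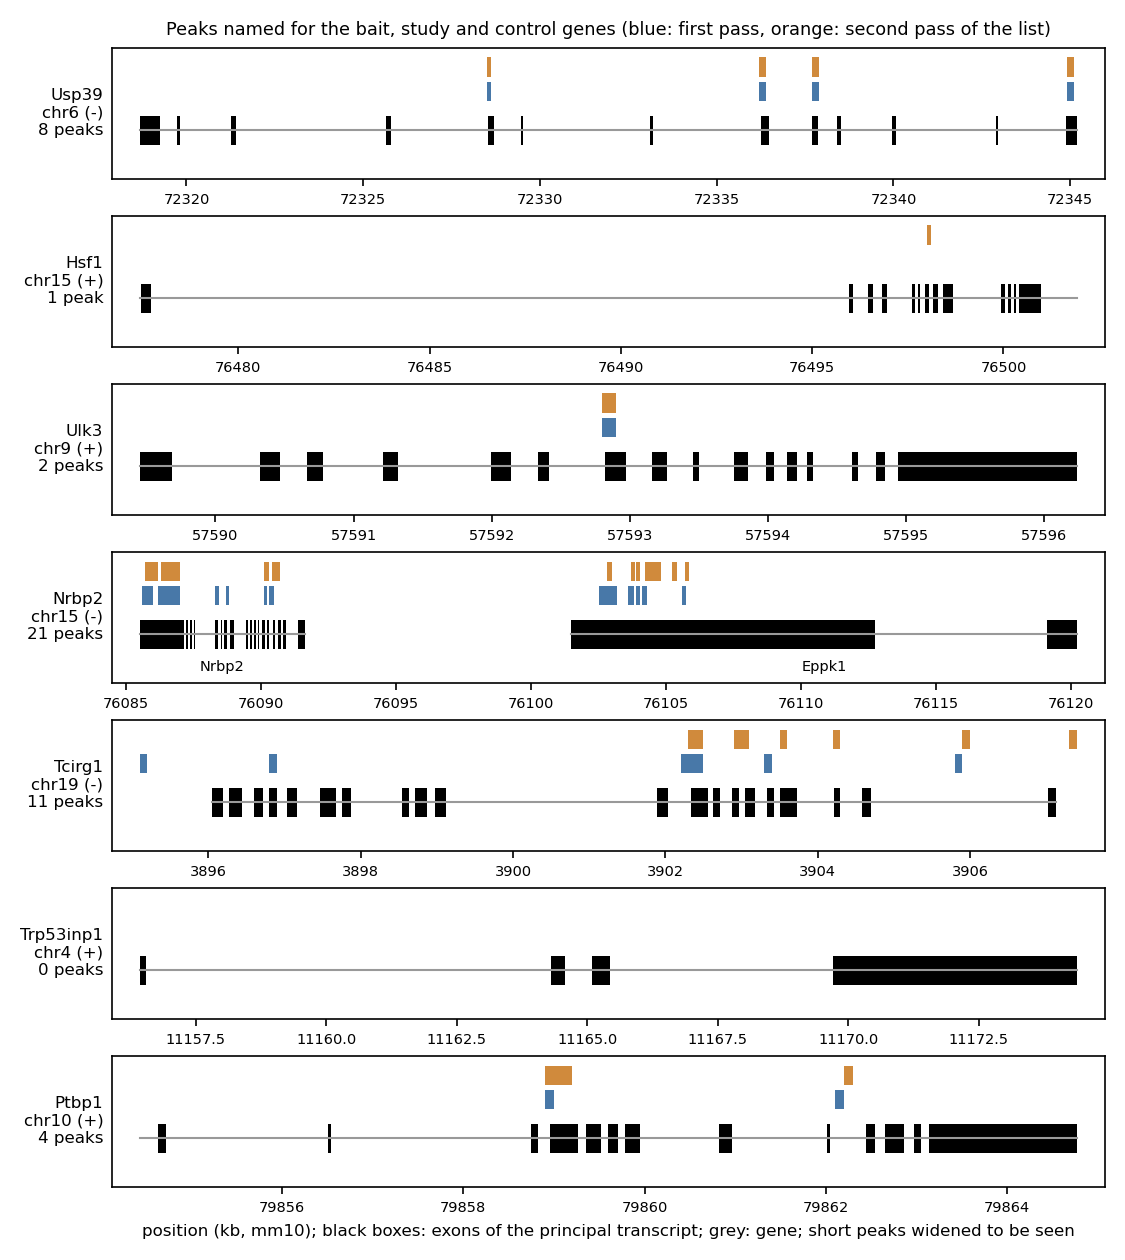
Peaks named for Usp39, Hsf1, Ulk3, Nrbp2, Tcirg1, Trp53inp1 and Ptbp1 in the first pass (blue) and the second pass (orange) of the list, over the exons (black boxes) of each principal transcript, by position in kb on mm10. Usp39 has 8 peaks, Nrbp2 21 with 11 of them in Eppk1, Hsf1 1 and Trp53inp1 none.

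Fixed gene lists were then compared with 10000 random lists of the same size, matched on gene length, and a list stood apart where its count lay outside the central 95% of the random counts. Of 21 lists, 14 stood above and 1 below. By share of genes with a peak, the list of SR and hnRNP proteins came first, close to the actin and junction list (90.9%). Among peaks with a p-value of 1e-05 or less, the actin and junction (72.7%) and ribosomal protein (61.3%) lists stood above it (58.6%). SR and hnRNP proteins, which bind pre-mRNA and steer exon choice, had a peak in 27 of 29 genes (93.1%, exact interval 77.2 to 99.2%, against a random median of 5, percentile 100), with 38 peaks for Hnrnpu, 37 for Tra2a and 28 each for Hnrnpa2b1 and Hnrnph1, and none named for Hnrnpr and Srsf4, the latter overlapped by 1. The tri-snRNP proteins had a peak in 6 of 17 (35.3%, percentile 91.4), among them Prpf8 (10 peaks), the bait Usp39 itself (8), Txnl4a (7) and Sart1 (3), with none named for Ddx23, which 1 peak overlapped, and Eftud2. Sm, LSm, U1 and U2 snRNP proteins had one in 6 of 30 (20%, percentile 66.2), with 24 peaks for Snrnp70, 12 for Sf3b1 and 4 for Sf3b2, none for Lsm2 and Lsm3, and 7 for Lsm8 that all lay outside its body. Both snRNP lists lay within the random range, but the tri-snRNP list stood above (97.9) when at least 2 peaks per gene were asked for. That call rested on the bait: without Usp39, an alternative chosen after seeing the data, 5 of 16 genes had a peak (31.2%, 11.0 to 58.7%, percentile 83.8), and with at least 2 peaks the list lay within the range (95.1). The Sm list stood above (98.4) among peaks with a p-value of 1e-05 or less.

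Genes of autophagy and the lysosome had peaks more often than matched random genes. Core autophagy genes had a peak in 20 of 40 (50%, 33.8 to 66.2%, against a random median of 9, percentile 99.98), with 12 peaks for the cargo receptor Sqstm1 and 6 for Nbr1, and none for Atg10 and Atg101. The 32 peaks named for Atg7 were all intergenic and the 8 named for Pik3c3 all lay outside its body. The list no longer stood apart among peaks with a p-value of 1e-05 or less (percentile 93.9) or in the first pass alone (97.49). Lysosomal genes had a peak in 13 of 24 (54.2%, 32.8 to 74.5%, against 5, percentile 99.99), led by Lamp2 (12 peaks), Atp6v0a1 (8), Atp6v1b2 (7) and Lamp1 (7), with none named for Atp6v0d1 and Atp6v1a, the latter overlapped by 7. Heat shock genes had one in 12 of 18 (66.7%, 41.0 to 86.7%, against 3, percentile 100), with 14 for the chaperone gene Hsp90ab1, 7 for Hsp90aa1 and 5 for Hspa5, 8 for Hspb1 that all lay outside its body, and none for Bag3 and Dnaja1. Hsf1 belongs to this list too.

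Both arms of lipid metabolism stood above the random lists. Lipogenic genes had a peak in 9 of 16 (56.2%, 29.9 to 80.2%, against 4, percentile 99.8), with 37 peaks for the regulator Srebf1, 31 for the fatty acid synthase gene Fasn, 23 for Scd1 and 18 for Gpam, and none for Acacb and Dgat2. Genes of lipolysis and fatty acid oxidation had one in 9 of 20 (45.0%, 23.1 to 68.5%, against 5, percentile 98.4), with 9 for the nuclear receptor gene Ppara, 5 for Ppargc1a and 4 for Acadvl, and none for Abhd5 and Acaa2. That call turned to the other side of the random median (percentile 9.66) among peaks with a p-value of 1e-05 or less, where none of the 20 genes kept one, and ended with at least 2 peaks per gene (83.1) and in the second pass (87.2). Genes of the actin cytoskeleton and of junctions had a peak in 20 of 22 (90.9%, 70.8 to 98.9%, against 6, percentile 100), led by Dst (78 peaks), Plec (61), Actn1 (41) and Myh9 (41), with none for Cdh1 and Vcl. Mesenchymal and matrix genes had one in 9 of 20 (45.0%, 23.1 to 68.5%, against 4, percentile 99.5), led by Tpm1 (12), Ccn1 (11) and Vim (8), with 7 for Tpm2 outside its body and none for Acta2 and Col1a1.

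Hepatocyte products were the list below the random range. None of 18 such genes, among them those of albumin (Alb) and fetuin (Ahsg), had a peak (0.0%, exact interval up to 18.5%, against 3, percentile 1.42), and the call ended at at least 2 peaks per gene (4.24), in either pass alone (2.55 and 2.72) and among peaks with a p-value of 1e-05 or less (15.4). Marker genes of other cell types lay within the range. Immune markers had a peak in 2 of 15 (13.3%, percentile 33.1), Cd68 and Lyz2 with 2 each, all outside their bodies, and none for Adgre1 and Cd14. Endothelial markers such as Cdh5 and Emcn had none of 8 (percentile 4.20), and neuron markers had 1 of 15 (6.67%, percentile 3.65), with none for Camk2a and Gad1. The neuron list fell below the range with only peaks classed in introns, exons or UTRs (0.780), by position (0.515), with at least 2 peaks per gene (1.69) and in the second pass (1.14).

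The last lists held ribosomal protein, histone, noncoding RNA and mitochondrial genes. Cytosolic ribosomal protein genes had a peak in 53 of 75 (70.7%, 59.0 to 80.6%, against 10, percentile 100), with 10 peaks for Rpl10a, 9 each for Rpl3 and Rps6, and 24 for Rps13 of which 3 lay in its body. None was named for Rpl13 and Rpl13a, whose bodies 6 and 4 peaks overlapped. Replication-dependent histone genes had one in 45 of 67 (67.2%, 54.6 to 78.2%, against 8, percentile 100), and 42 of the 45 had a peak in their own body. By named peaks Hist1h4m (13), Hist1h2bn (7), Hist1h2bq (5) and Hist1h1c (4) led, of which 2, 1, 3 and 4 lay in the gene's body. None was named for Hist1h1a and Hist1h1t. Nuclear long noncoding RNAs had one in 7 of 15 (46.7%, 21.3 to 73.4%, against 1, percentile 100). Airn and Kcnq1ot1, antisense RNAs of imprinted loci, had 121 and 58 named peaks, and by position 320 overlapped Airn. Malat1 had 29 named peaks, of which 4 lay in its body, and Neat1 had 13, of which 3 did. None was named for H19 and Meg3. Small nuclear RNA genes had one in 3 of 18 (16.7%, 3.58 to 41.4%, against 0, percentile 99.9): Rnu12, the U12 RNA of the minor spliceosome, with 5 peaks outside its body, and Rnu3a and Rnu73b, which are annotated as small nucleolar RNAs, with 2 each, those of Rnu73b also outside its body. That call ended without length matching (85.6). None of these 3 genes encodes the U4, U5 or U6 RNA of the tri-snRNP. U6 was the positive control of the study's quantitative PCR of pulled-down RNA, a separate assay. No peak was named for Rnu11 or for Rn7sk, which 2 overlapped, and by position 7 of the 18 genes had a peak (38.9%, 17.3 to 64.2%, percentile 100). Small nucleolar and Cajal body RNA genes had one in 34 of 147 (23.1%, 16.6 to 30.8%, against 5, percentile 100), led by Snora30 (9), Snora2b (8), Snora74a (6) and Snora31 (5), with none named for Scarna10 and Scarna13, each overlapped by 2, and 9 of the 34 had a peak in their own body. Genes of the mitochondrial genome, mt-Atp6 and mt-Atp8 among them, had none of 37 (percentile 18.6, and 1.73 without length matching). The lists were matched on gene length and not on expression, so genes with abundant RNA have more chances of a peak than their random partners.

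**Figure D4:**
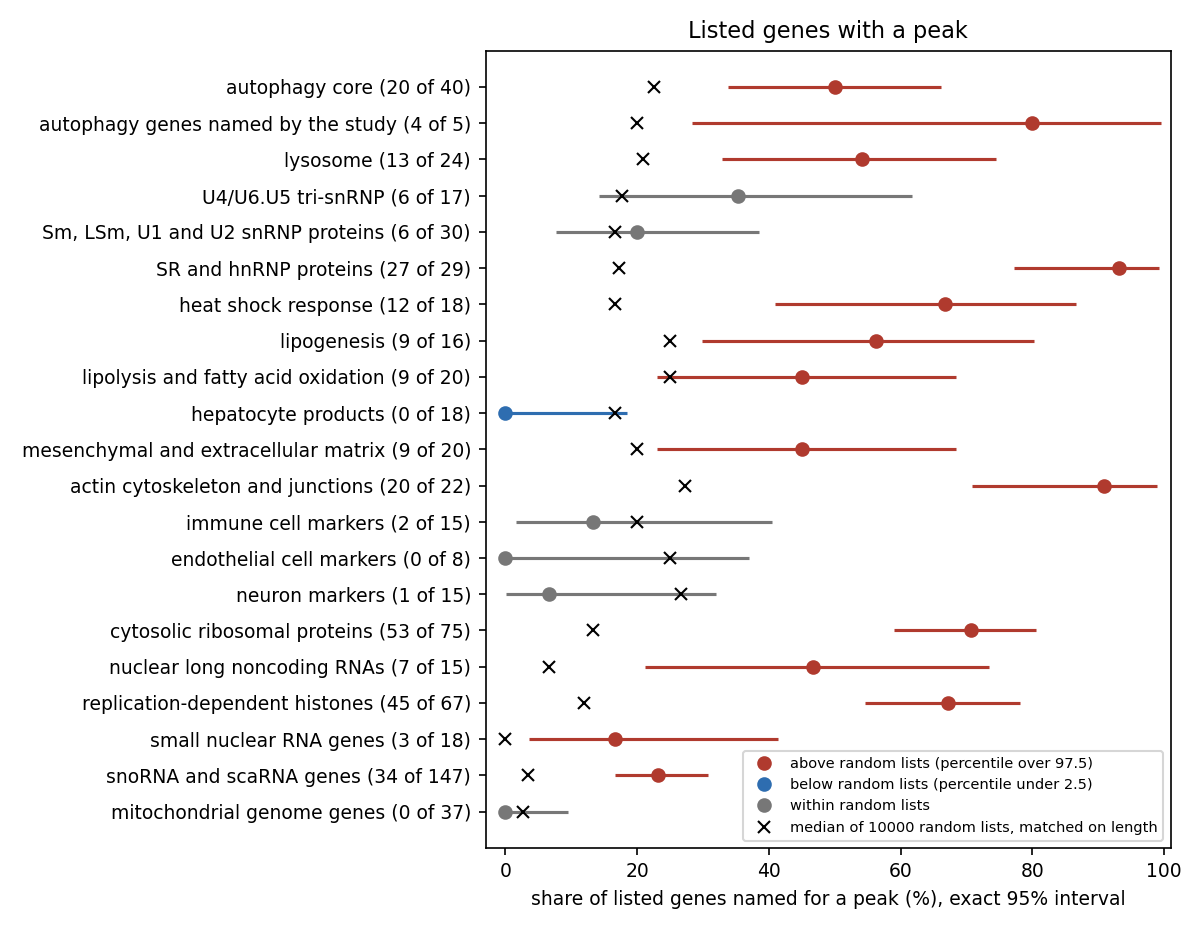
Share of the genes of each of 21 fixed lists that were named for a peak (%), with exact 95% intervals, beside the median of 10000 random lists of the same size matched on gene length (crosses). The SR and hnRNP list stands at 93.1% and hepatocyte products at 0.0%.

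The first and the second pass of the list covered much of the same sequence. Of the first pass, 32.7% of peaks overlapped one of the second and 70.7% lay within 200 bases of one. The passes matched best when the second was shifted by 100 bases, at which 59.2% of the 100-base bins of the first pass were matched, against 40.7% without a shift and 26.2% at 100 bases the other way. The best shift was the same in genes of the plus strand and of the minus strand. Peaks of Glis3 were split into 398 and 380, those of Tns1 into 157 and 147, and those of Usp39 into 4 and 4. Both passes had peaks for 3474 genes, and joining peaks within 100 bases left 19774 regions, of which 9663 (48.9%) held peaks of both. A count of peaks in the list is therefore larger than the count of separate places. A limit of at least 2 peaks per gene can thus be met by 1 place found in both passes, as for Ulk3.

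**Figure D5:**
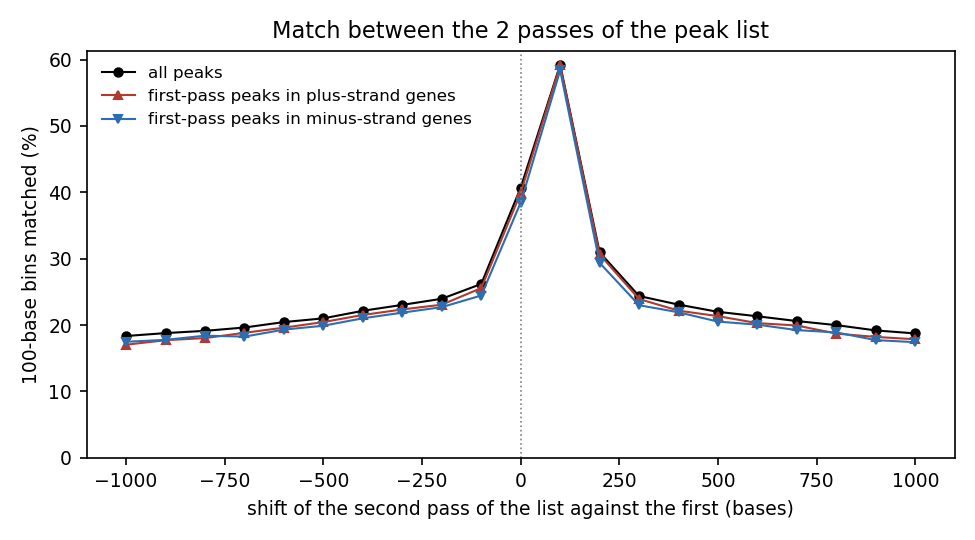
Share of 100-base bins in the first pass of the list that hold a peak of the second pass (%), by the shift between the passes (bases), for all peaks and for peaks in genes of either strand. The highest point of all peaks is 59.2% at a shift of 100 bases.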

Values the study reported

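The study assigned 29% of the RIP peaks to introns, 18% to exons and 19% to 3' UTRs. Its motif analysis put GGCCAC and GCCAUA at the top of the enriched elements. In livers without Usp39 the study counted 1993 altered splicing events in 1472 genes, and 611 genes were both bound in AML12 cells and alternatively spliced in the liver.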

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

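Each pass of the list alone, the principal coding transcript, the assignment of peaks by position, the tri-snRNP list without Usp39 and the repeated simulations of splice-site ratios were chosen only after the data were seen, and the other settings were fixed before. Over 40 results, 243 alternative values were computed, and 207 of them were classed as kept. Ratios and percentiles were kept when they stayed on the same side of their limits, or within them. Shares were kept when they stayed inside the main interval. Counts of genes with a peak were kept when within a factor of 1.5 of the main count, which covers 4 of the 207. No paired analysis was possible because there is 1 library per group and the values name no sample. Leaving out a replicate was not possible for the same reason. The depth of the libraries is unknown, so what it limits could not be measured.

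The splice-site ratios stayed under 1 in all 18 alternatives. At 5' splice sites the ratio of 0.933 with 200 bases lay within the range of simulated random peaks (0.930 to 1.01). Each simulated set held 3000 peaks of 100 bases, against 24563 measured peaks of all widths, so this range cannot decide whether the ratio differs there. The ratio of 0.927 at the stricter p-value lay just under the lowest simulated ratio at 100 bases (0.935). The GGCCAC ratio stayed above 1 in its alternatives, at 1.11 to 1.47. The 3' UTR ratio against random placement reversed to 3.26 with principal coding transcripts. In the named transcripts 620 peaks counted as 3' UTR, against 7015 in the deposited annotation, so the lower ratio rests on few 3' UTR peaks. The cause was not tested further.

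The intron share was 25.1% at a p-value of 1e-05 or less, 25.5% with each gene weighted equally, 38.6% without the 10 genes with the most peaks, 43.3% with peaks within 100 bases joined and 44.2% with at least 50% of the peak in an exon asked for. The exon share under these settings was 33.5%, 29.97% and 25.4% for the first 3 and 23.5% for the last, and it was 25.4% with the own overlap annotation. The 3' UTR share was 26.6% with equal weights, 20.8% without the 10 genes and 17.8% with peaks joined. Genes with a peak numbered 1766 at the stricter p-value, which leaves fewer peaks. The other causes were not tested.

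Among single-bin peaks the strength percentiles of intron and 3' UTR peaks were both 50, within the range, and those of 5' UTR and promoter peaks were both 98.9, above it. These p-values take few distinct values, so medians tie.

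At the stricter p-value, the list of lipolysis and fatty acid oxidation reversed to percentile 9.66, core autophagy fell within the range (93.9), hepatocyte products did too (15.4), and the Sm and LSm list rose above it (98.4). This setting leaves fewer genes with a peak. With at least 2 peaks per gene the percentiles were 83.1 for lipolysis, 4.24 for hepatocyte products, 97.9 for the tri-snRNP (95.1 without the bait Usp39, which ended that call) and 1.69 for neuron markers. In the first pass alone core autophagy stood at 97.49 and hepatocyte products at 2.55, and in the second pass alone hepatocyte products stood at 2.72, lipolysis at 87.2 and neuron markers at 1.14. Neuron markers stood at 0.780 with only peaks classed in introns, exons or UTRs and 0.515 by position. Without length matching, mitochondrial genes stood at 1.73 and small nuclear RNAs at 85.6. For these lists the cause was not tested.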

Other observations

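The gene lists in the next paragraph and all tests of explanations here were chosen only after the result was seen, except those of RNA along the whole transcribed unit and of repeats at the ends of wide peaks.

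Genes induced by glucocorticoids had a peak in 12 of 16 (75%, exact interval 47.6 to 92.7%, against a random median of 3, percentile 100), with 125 peaks for Fkbp5, which encodes a partner of the glucocorticoid receptor, 72 for Zbtb16, 41 for Glul, 25 for Sgk1 and 24 each for Per1 and Tsc22d3, and none for Pdk4, Cebpd, Cebpb and Tat. Immediate early genes had one in 10 of 14 (71.4%, 41.9 to 91.6%, percentile 100), with 8 each for Junb and Egr1 and 7 for Jund, while the 20 named for Fosl1 lay outside its body. Targets of Nrf2, the regulator of the antioxidant response, had one in 8 of 15 (53.3%, 26.6 to 78.7%, percentile 99.7), with 142 for Gclc, 15 for Fth1 and 10 for Ftl1. Keratins and epithelial surface genes had one in 6 of 10 (60%, 26.2 to 87.8%, percentile 99.5), with 35 for Krt7, 29 for Tjp1, 16 for Krt18 and 14 for Krt8, and none for Epcam. The integrated stress response had one in 5 of 18 (27.8%, 9.70 to 53.5%, percentile 87.6), within the random range, with 39 for Psat1, 10 for Atf4 and 9 for Ddit4. These lists were written with the peaks known, so their percentiles describe the list of peaks and are not independent evidence. Per the methods of the study, AML12 cells were cultured with dexamethasone, a glucocorticoid. Its effect on the peaks of glucocorticoid-induced genes was not tested.

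The p-values of the 28242 single-bin peaks took 35 distinct values, all found in both passes, and 32.3% of these peaks held the weakest of them. The 2 peaks named for Col19a1 on chromosome 1 (24611501 to 24616100) lay in sequence of which 98.3% of 25-base words also occur in the mitochondrial genome. Over the whole list, 4 peaks in 2 regions shared at least 50% of their words with it. Among the 132 peaks over 1000 bases, only the 2 named for Col19a1 shared more than 50%. Wide peaks were also named for Ahnak, up to 10100 bases, and Mdm4, up to 5600 bases.

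The peak list held a first and a second pass of 17990 peaks each. A pair of replicate libraries called apart would match evenly on both sides of no shift, and the match at 100 bases one way exceeded that at 100 bases the other way by 33.0 percentage points, which argues against it. A strand-marked library would put each pass in genes of 1 strand, and 53.8% of first-pass peaks in genes of 1 strand lay in minus-strand genes, which argues against it too. Each pass may hold the reads of 1 genome strand of a library without strand marks, for which the best match of 59.2% lay at a shift of 100 bases in genes of both strands. No biological explanation was tested, because the groups give none.

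The pattern of dense peaks covered 18 genes with at least 100 peaks assigned to them in their own body, among them Glis3, Tns1, Magi1 (226), Ndrg1 and Fkbp5. The genes pooled argue against reads of repeats placed by chance. Of their intronic peak sequence 16.4% was repeat-masked, against 20.4% (19.1 to 21.8%) in random windows. Glis3 gave 760 of these 2966 intronic peaks. All intronic peaks inside their named transcripts fell short too, at 21.55% against 25.12% (24.42 to 25.79%), so the shortfall is not particular to dense genes. Singly, 7 genes lay below every placement, 10 within the range and Oxr1 above it at 38.1% (random 19.3 to 32.9%). For the 10 genes within the range the test cannot decide, and repeats stay a candidate explanation for Oxr1. A gain of DNA copies stays open: flanking gene-free sequence held 0.0164 times the peaks per kb of the introns, but gene-free sequence held few peaks over all chromosomes (0.00212 per kb), so flanks cannot test it in RNA. RNA along the whole transcribed unit stays open, because 73.2% of their 10 kb stretches held a peak, between the bounds of 80% and 50% set beforehand. Apart from this, no biological explanation was tested, because the groups give none.

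Wide peaks named for Def8, Chd9 and Wasf2 were the third pattern. For Def8, reads shared with the other regions are argued against, since at most 5.82% of its 25-base words occur in either of them. For Chd9 and Wasf2 such sharing cannot be told apart from signal at each, because 88.3% of the words of Chd9 and 99.5% of those of Wasf2 lie in the other, and reads that fit both places cannot show which of them was transcribed. A candidate explanation is that each is a provirus with a long terminal repeat at each end, as the ends of every region share at least 463 words. No biological explanation was tested, because the groups give none.

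The intron and exon shares here, 41.5% and 24.01%, include first introns and first exons. Without these they were 28.9% and 18.2%. Rounded to whole percentages the latter shares are 29% and 18%, the values quoted from the study above for introns and exons.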
